A study of Mus musculus with 4 samples.

How the data were processed

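Genomic occupancy of the homeodomain transcription factor NKX2.2 was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in alphaTC6, a mouse cell line of the glucagon-producing pancreatic alpha cell. In this assay DNA bound by a factor is enriched with an antibody and sequenced, and input DNA, taken without enrichment, serves as the control. The series has 4 samples, 2 of NKX2.2 ChIP and 2 of input, grouped by the sample titles. Per the labels' protocols, DNA was enriched on magnetic beads, cleaned on columns and made into libraries with the Tecan Ovation Ultralow kit.

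The data analysed here are 1 list of peak summits for the whole series, with 5 columns: chromosome, start, end, peak name and a value per peak. Peaks were called with MACS2, per the labels' design text, and the peak names carry the word nomodel. The deposited values are taken as −log10 of the q-value that MACS2 gave each peak against input, which is how MACS2 writes its summit files; they are called scores below and are the authors' own. The lowest score lay just above the value that a q-value threshold of 0.01 gives. The aligner, the version of MACS2, the genome build, the handling of duplicate reads and whether the ChIP replicates were pooled before calling are not stated in the labels or the list. The peak numbers ran from first to last without a gap, so no peak had been removed from within the list after it was numbered, though removal from its end would leave no gap. Each peak had 1 summit.

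The list holds no value per library. Read depth, replicate agreement and the spread between replicates were therefore not analysed here, and the comparison of ChIP with input rests on the authors' peak calls. Tests across summits describe this list; summits are not replicates of the experiment. Intervals on shares of summits are 95% Wilson intervals, and they cover counting error only.

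Summit positions were written counting from 1. They were compared with a table of genes of the mouse assembly GRCm38.p6, with 21887 protein-coding genes on the autosomes and the X and Y chromosomes. To find out whether the list uses this assembly, summits within 100 bp of a gene boundary (either end of a protein-coding gene) were counted, and counted again after all summits had been shifted by 50 kb to 1 Mb in both directions. Gene coordinates of the table are not printed. The table gives no strand, so the planned distance to transcription start sites was replaced by the distance to the nearest gene boundary. This change was made after the file had been seen. No genome sequence was used here, so the planned tests of NKX2-2, KLF and other motifs, of 6-mers and of repeats were not run.

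Shares of summits near gene boundaries, and shares of summits with another summit nearby, were compared with 1000 sets of random positions. Each random set kept the number of summits per chromosome and drew positions evenly between the outermost genes or summits of the chromosome, without regard to gaps or mappability. The smallest 2-sided permutation p that these sets can give is 0.002. Summit numbers per chromosome were compared with the span of the annotated genes by 2-sided exact binomial tests, with Benjamini-Hochberg adjustment over 20 chromosomes. Because summits cluster regionally, the numbers were also tested by drawing sets of 5 Mb blocks 100000 times from all chromosomes, an alternative chosen after seeing the data.

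A gene counted as having a summit when one lay in the gene body or within 10 kb of it. 6 gene lists were fixed before the data were examined: alpha cell genes, beta cell genes, islet transcription factors, other islet hormone genes together with the transcription factor gene Hhex, the KLF family, and liver and muscle genes as a comparison. All 70 list genes were found by symbol. Each list was set against 10000 random lists in which every gene was replaced by one of the 200 protein-coding genes nearest in length. Permutation p-values are 2-sided, with Benjamini-Hochberg adjustment over the lists. Medians of scores were compared by permutation tests with 100000 resamples.

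The genes named were chosen by a rule fixed before the data were examined. They are at most 5 genes per list with a summit, by the score of their highest summit; Gcg, Klf4, Nkx2-2 and another gene, which is not reported here, in any case; the nearest gene of the 5 highest-scoring summits; and the 3 genes with the most summits. Names outside this rule were chosen after their values were seen, and the text says so where they appear. Alternatives covered the score minimum (5 and 10), merging of summits within 500 bp, the distances, the gene set, the background and the matching. The statistics were checked before use, on simulated summit lists and on random gene lists set against the real summits. A p-value under 0.05 was given by 2 of 50 random summit lists and 1 of 50 random gene lists. A planted excess of 500 summits at gene boundaries was recovered as 494.5. The random summit lists were placed in the same way as the reference sets. They check the computation and cannot show that the p-values hold for clustered summits. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.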

Results

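To map where NKX2.2 occupies the genome of alpha cells, NKX2.2 ChIP-seq and input libraries were prepared from alphaTC6 cells, with 2 samples in each group. The outcome analysed here was a single list of 7384 peak summits, called by the authors with MACS2 against input. Each summit is the base of highest enrichment in its peak. No value per library was given in the list, so the depth of the libraries is unknown and no result below has a replicate error.

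The deposited scores, the authors' −log10 q-values, ran from 2.03 to 1648. The median score was 13.7, and the middle 50% of summits had scores from 7.98 to 27.7. A score of at least 100 was reached by 376 summits, 5.09% of the list. Raising the score minimum to 5 left 6662 summits, and raising it to 10 left 4794. Of all summits, 7380 lay on the 19 autosomes and the X chromosome. Another 4 lay on contigs outside the assembled chromosomes, 1 on an unlocalized contig of chromosome 4 and 3 on unplaced contigs, and were left out of the positional comparisons. No summit lay on the Y chromosome, which allows a share of up to 0.0406%.

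The summit positions were first compared with the GRCm38 mouse assembly, because the list names no build. A protein-coding gene boundary of this assembly lay within 100 bp of 953 summits, 12.9% of those placed. In 10 copies of the list shifted by 50 kb to 1 Mb, between 25 and 56 summits lay that close. Random positions gave 25.3 ± 5.13 (SD, 1000 sets; permutation p = 0.002, 2-sided, the smallest these sets can give). The unshifted list exceeded every shifted copy on 20 of 20 chromosomes. Positions below are therefore given as GRCm38 positions.

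**Figure D1:**
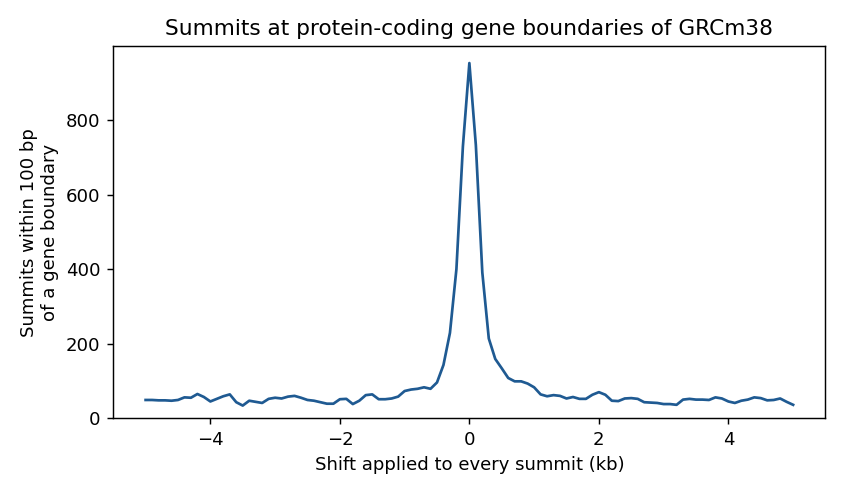
Number of summits within 100 bp of a protein-coding gene boundary of GRCm38 (vertical axis) after all 7380 placed summits were shifted by the distance on the horizontal axis, in kb. The count was highest without a shift, at 953 summits, and was 83 at a shift of 1 kb to the right and 73 at 1 kb to the left.

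The next comparison asked where the summits lie with respect to genes. Within 1 kb of a protein-coding gene boundary lay 2155 of 7380 summits, a share of 29.2% (95% Wilson interval 28.2% to 30.2%). Random positions gave 3.16% ± 0.196 (SD, 1000 sets), so the observed share was 9.23 times the random one (permutation p = 0.002, 2-sided, the smallest possible). The ratio depended on the distance, at 37.7 within 100 bp, 3.23 within 5 kb and 1.51 within 50 kb. A further 2904 summits, 39.3%, lay inside a protein-coding gene but over 1 kb from any gene boundary. The remaining 2321 summits, 31.4%, lay outside protein-coding genes and over 1 kb from them. Counted together, 53.7% of summits lay inside a protein-coding gene, against 40.6% ± 0.590 of random positions (SD, 1000 sets; permutation p = 0.002, 2-sided). Whether a boundary was the start or the end of a gene was not resolved, since the gene table gives no strand. Exons, introns and UTRs were not distinguished for the same lack of detail.

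Summits were unevenly spread over the chromosomes. Across the 19 autosomes the mean density was 2.97 ± 0.864 summits per Mb (SD, n = 19 chromosomes). Chromosome 14 held 76 summits, or 0.610 per Mb, and the X chromosome held 62, or 0.363 per Mb. The other 18 autosomes had between 1.79 and 3.94 summits per Mb, with the lowest value on chromosome 9 and the highest on chromosome 7. By exact binomial tests, 11 of 20 chromosomes held more summits than their length predicts and 7 held fewer, at a Benjamini-Hochberg adjusted p under 0.05. These tests treat summits as independent. The expected numbers are shares of the total count, so the low counts on chromosome 14 and the X chromosome raise the ratios of all others. When 5 Mb blocks were drawn instead of single summits, only chromosome 14 and the X chromosome differed from the rest (adjusted permutation p = 0.0002 for each), and no chromosome was higher. These draws allow for clustering within 5 Mb, not over longer stretches. Chromosome 14 held 0.216 times and the X chromosome 0.129 times the number expected from length.

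The shortfall was also present per gene. Chromosome 14 had 8.93 summits per 100 protein-coding genes and the X chromosome 6.42, against a mean of 35.9 ± 11.02 over the autosomes (SD, n = 19 chromosomes). By blocks and per gene, chromosome 9 was also lower, at 18.1 summits per 100 genes (adjusted permutation p = 0.0013), while by length it did not pass (adjusted permutation p = 0.0918). On the same measure chromosome 1, at 54.8, and chromosome 6, at 51.8, were higher (adjusted permutation p = 0.000133 and 0.00584).

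**Figure D2:**
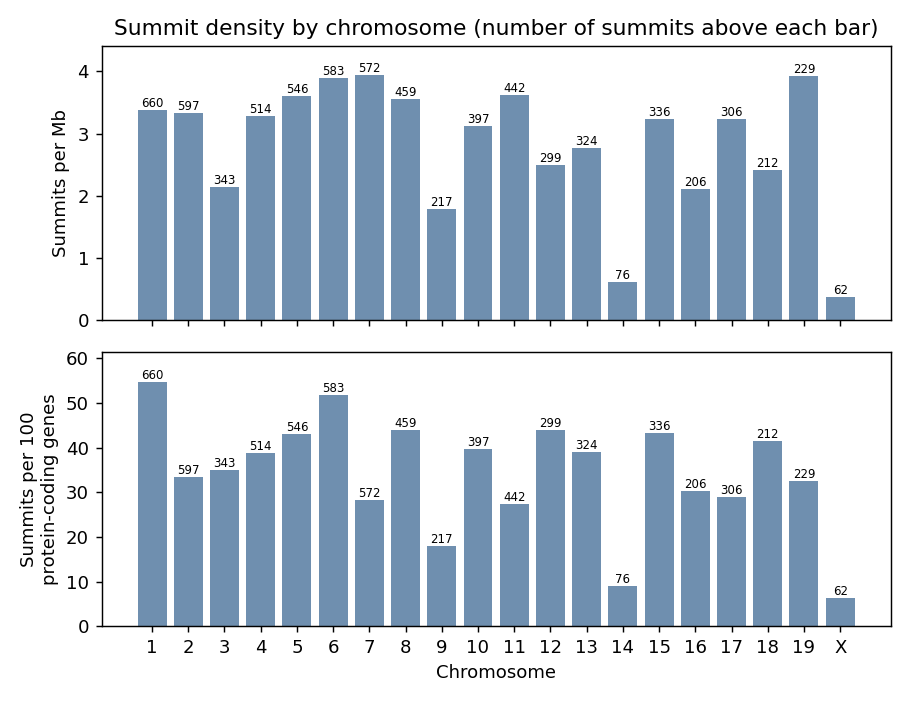
Summits per Mb of the span of annotated genes (upper panel) and per 100 protein-coding genes (lower panel) for each chromosome, with the number of summits above each bar. Chromosome 14, with 76 summits, and the X chromosome, with 62, are the lowest in both panels.

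Genes with a summit were examined next. A summit lay in or within 10 kb of 5654 of 21887 protein-coding genes, 25.8%. Of the 12 alpha cell genes, 8 had a summit, against 3.54 ± 1.56 in length-matched random lists (SD, 10000 lists; permutation p = 0.0126, 2-sided, adjusted p = 0.0756). Of the 12 islet transcription factor genes, 7 had one, against 3.17 ± 1.499 (p = 0.0324 by the same permutation test, adjusted p = 0.0792). Of the 12 beta cell genes, 6 had one, against 2.50 ± 1.38 (p = 0.0396 by permutation, adjusted p = 0.0792). None of these 3 lists passed an adjusted p of 0.05 over the 6 lists. The KLF family had 8 of 17 genes with a summit, against 4.95 ± 1.83 (permutation p = 0.170, adjusted p = 0.255). None of the 5 genes of the other islet hormone list, 4 hormone genes and the transcription factor gene Hhex, had one, against 0.735 ± 0.794 (permutation p = 0.909, adjusted p = 0.909). Of the 12 liver and muscle genes 1 had a summit, against 2.89 ± 1.47 (permutation p = 0.343, adjusted p = 0.412). Differences between lists were not tested. With a score minimum of 10, the alpha cell list kept 4 genes with a summit (permutation p = 0.437, unadjusted). With random lists matched on gene length and chromosome, its 8 genes gave a lower p (permutation p = 0.0012, unadjusted). The beta cell list had 1 gene with a summit in the gene body alone, and the excess over random lists was gone (permutation p = 1).

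**Figure D3:**
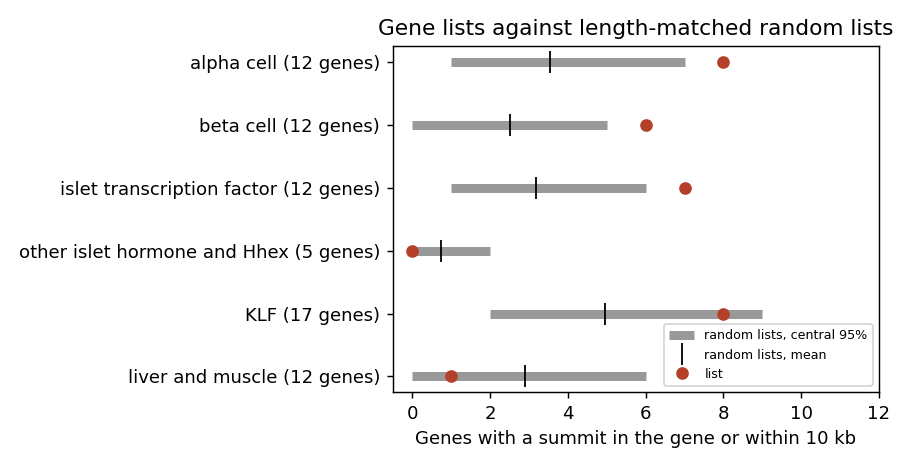
Number of genes of each list with a summit in the gene or within 10 kb (points), beside the mean (black ticks) and the central 95% (grey bars) of 10000 random lists matched on gene length. The alpha cell (8), beta cell (6) and islet transcription factor (7) lists lie above the central 95% of their random lists, but none passed adjustment over the 6 lists.

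Single loci were then located. At Gcg (gene ID 14526), which encodes glucagon, 1 summit lay within 1 kb of a gene boundary, at position 62483792 of chromosome 2. Its score of 6.78 ranked 5986 of the 7380 placed summits. Nkx2-2 itself (gene ID 18088) had 3 summits on chromosome 2. The highest was inside the gene at position 147190804 with a score of 51.4, and another, with a score of 20.6, lay within 1 kb of a gene boundary at 147195290. Klf4 (gene ID 16600) had 2 summits on chromosome 4. One, at position 55533003, lay within 1 kb of a gene boundary with a score of 15.4, and the other, at 55541496, lay outside the gene with a score of 7.38.

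Among the alpha cell genes, the highest score belonged to a summit outside Slc38a5 at position 8262536 of the X chromosome, with a score of 100.5 and rank 374. Ttr had a summit inside the gene at position 20670996 of chromosome 18 with a score of 37.6. Irx2 had 2 summits within 10 kb, the higher at position 72628729 of chromosome 13 with a score of 19.7. The 4 summits at Etv1 and the 1 summit at Sphkap had scores of at most 11.8 and 9.22. Among the beta cell genes, summits outside Iapp (position 142289529 of chromosome 6) and Pdx1 (position 147264113 of chromosome 5) had scores of 134.9 and 118.6. The highest summits at Ero1b, Nkx6-1 and Slc30a8 had scores of 13.7, 13.5 and 9.07. Ins1 and Ins2, named after their values were seen, had no summit within 100 kb.

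Of the islet transcription factor genes, Myt1 had 2 summits outside the gene on chromosome 2, and the higher, at position 181759225, had a score of 103.1. The highest summits at Neurod1, Pax6 and St18 had scores of 14.8, 13.7 and 12.6, and Pax6 had 5 summits. In the KLF family, the highest summits were within 1 kb of a gene boundary at Klf13 (score 41.4), Klf9 (31.0), Klf10 (17.4) and Klf16 (16.6). At Klf2 the highest summit, with a score of 23.7, lay outside the gene. The only gene of the liver and muscle list with a summit was Mb, with a score of 24.5.

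The 5 highest-scoring summits all lay over 1 kb from a gene boundary. The first, at position 24078994 of chromosome 5 with a score of 1648, lay outside genes, with Klhl7 the nearest at 10 to 50 kb. The second, at position 25175790 of chromosome 17 with a score of 1575, lay inside Percc1. The third (position 87277636 of chromosome 6, score 1214) was inside Antxr1, and the fourth (position 159729467 of chromosome 1, score 1015) was inside Tnr. The fifth, at position 72448719 of chromosome 13 with a score of 1009, had Irx2 as its nearest protein-coding gene, at 50 to 200 kb. The most summits were counted at Ralgapa2 and Wdr25, with 11 each. The 200 genes nearest in length to Ralgapa2 had a mean of 0.990 summits, and those nearest to Wdr25 had 0.625. A further 6 genes tied for the third place with 9 summits each: Cacna1c, Dpp6, Pde3a, Ptprt, Rere and Wwox.

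Finally, the spacing of summits was compared with random placement. Another summit lay within 1 kb of 236 summits, 3.20% (95% Wilson interval 2.82% to 3.62%). Random positions gave 0.640% ± 0.134 (SD, 1000 sets; permutation p = 0.002, 2-sided, the smallest possible), a ratio of 4.998. Within 10 kb the share was 21.1%, against 6.17% ± 0.390 at random. A neighbour within 500 bp was found for 10 summits. Each peak has 1 summit, so the peak call itself limits how close summits can lie, and the number expected at random (0.423 times as many were found, permutation p = 0.0599) is no fair comparison at this distance. The median score of summits with a neighbour within 1 kb was 11.4, against 13.9 for the 7148 other summits (difference -2.53, permutation p = 0.0160, 2-sided). The resampling moved summits singly, although neighbours come in linked groups, so this p may be too small. With a distance of 10 kb the difference was -0.19 (permutation p = 0.676).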

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

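The tests in this part were chosen only after the result was seen. Summits also appeared outside the chromosomes that the comparisons used, though no number expected on contigs was computed: 4 summits lay on contigs outside the assembled chromosomes. One was on an unlocalized contig of chromosome 4 and 3 were on unplaced contigs. Their scores were 3.48, 9.53, 30.8 and 109.8, which placed them from the 3.39th to the 95.5th percentile of the list. A technical explanation is that reads of repeated sequence collect on such contigs. The 4 summits cannot be told apart from real binding on that count, because contig lengths, sequence and input coverage were not used here. No biological explanation was tested.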

How the results depend on the processing

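No paired analysis was possible because the list holds no value per replicate; for the same reason no replicate was left out in turn. The alternatives set out beforehand for motifs, 6-mers, repeats and transcription start sites were not run, since no genome sequence or strand was used here. Restricting the list to the autosomes and the X chromosome removed only the 4 summits on contigs outside the assembled chromosomes, which the positional tests had already left out, so it tests nothing there. Merging summits within 500 bp removed 5 summits and changed no call.

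The number of summits fell from 7384 to 4794 at a score minimum of 10. The share of summits within 1 kb of a gene boundary stayed above the random share at each distance and gene set computed, but the ratio depended on the distance. It was 37.7 within 100 bp, 3.23 within 5 kb, 2.32 within 10 kb and 1.51 within 50 kb of protein-coding boundaries. With boundaries of all annotated genes it was 5.34 within 1 kb and 1.22 within 50 kb. Score minimums and merging, at 1 kb, gave 8.82 to 9.27, and copies of the list shifted by 50 kb to 1 Mb, in place of random positions, gave 5.70. Chromosomes that differed from the expected number of summits numbered 18 in the main test and 15 at a score minimum of 10. They numbered 16 with genes as the denominator and 2 when 5 Mb blocks were drawn and set against length. Drawing blocks allows for clustering of summits within 5 Mb, not over longer stretches. Set against genes, the blocks gave 2 chromosomes higher, 1 and 6, and 3 lower, 9, 14 and X. Chromosomes 1, 6 and 9 were past 0.05 in the blocks per gene but not by length. Chromosome 14 stayed between 0.216 and 0.262 of the expected number and the X chromosome between 0.129 and 0.188 under all alternatives computed, and both stayed past the threshold in each.

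The gene lists were sensitive to the settings, judged here by unadjusted permutation p-values. At a score minimum of 10, 4 alpha cell genes (permutation p = 0.437) and 4 beta cell genes (p = 0.142) had a summit, no longer past 0.05. At a minimum of 5, 6 islet transcription factor genes had one (permutation p = 0.0720), while at 10 there were also 6 and p was 0.0190, as fewer genes had a summit in the random lists. With 50 kb around genes, 9 alpha cell genes (permutation p = 0.115) and 6 beta cell genes (p = 0.573) had one. At that distance 11 islet transcription factor genes had one, which stayed past 0.05 (permutation p = 0.002). In the gene body alone, 1 beta cell gene had one and the direction reversed (permutation p = 1). The other islet hormone list, which includes Hhex, reversed to 3 genes within 50 kb, Ppy, Pyy and Hhex, named after their values were seen (permutation p = 0.443). With matching on gene length and chromosome, 6 beta cell genes (permutation p = 0.0560) and 7 islet transcription factor genes (p = 0.0758) were no longer past 0.05, while the 8 alpha cell genes were (p = 0.0012). Over all alternatives p ran from 0.0012 to 0.437 for the alpha cell list, 0.0144 to 1 for the beta cell list and 0.002 to 0.0758 for the islet transcription factor list. The KLF and the liver and muscle lists stayed above 0.05 throughout. The causes were not tested beyond the construction of each alternative.

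Within 500 bp, 10 summits had a neighbour, 0.423 times the random number (permutation p = 0.0599). Separate peaks with 1 summit each cannot lie freely this close, unlike random positions, so this value is no evidence against clustering. The lower score of clustered summits was -8.80 within 500 bp (permutation p = 0.105) and -0.19 within 10 kb (p = 0.676), neither past 0.05. Of the counts of summits at the 24 named list genes under alternatives, 110 stayed within 1.5 times and 34 did not. The 110 include the restriction to the autosomes and the X chromosome, which could change none of these counts, and the merging, which changed none. They therefore overstate how stable the counts were. Of the 34, 18 were lower in the gene body alone, 14 of them at 0, and 12 were lower at a score minimum of 10. The unknown depth limits what a missing summit says: it shows only that no peak was called.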

Other observations

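The tests of score by chromosome, of chromosome 9 and of the lowest scores were chosen only after the result was seen.

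Taken whole, chromosome 14, the X chromosome and chromosome 9 held fewer summits per gene than the rest. On chromosome 9 the shortfall was uneven: a block of 5 Mb with 105 genes held 4 summits, and another with 102 genes held 25. Chromosome 11, which was not lower by blocks, was uneven too. Neighbouring blocks there with 100 and 127 genes held 6 and 7 summits, while a block with 149 genes held 67. For chromosome 14 and the X chromosome the tables argue against clustering of summits within 5 Mb as the cause. Of 100000 draws of 5 Mb blocks, 0 were as low as chromosome 14 and 0 as low as the X chromosome (permutation p = 2e-05 for each, 2-sided, the smallest these draws can give). The draws treat neighbouring blocks as independent, so clustering over longer stretches stays open for both. By length the adjusted p was 0.0002 for each. For chromosome 9 the permutation p of the same draws was 0.00026 per gene (adjusted 0.0013), but by length it was 0.0229 (adjusted 0.0918). Clustering within 5 Mb therefore stays open there as well. A weaker signal on these chromosomes was examined through the scores of the remaining summits. The share under a score of 5 was 3.95% on chromosome 14 (95% Wilson interval 1.35% to 10.97%), 4.84% on the X chromosome and 8.76% on chromosome 9, against 9.91% on the autosomes other than 9 and 14. Median scores were 16.5, 19.9 and 16.8 on chromosomes 14, X and 9, against 13.6 on those other autosomes (permutation p = 0.0974, 0.00714 and 0.00579, 2-sided). The remaining summits thus did not lie nearer the threshold. This does not exclude a weaker signal, because low scores are scarce in the whole list, and a criterion that thins them everywhere would also remove weakened summits.

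A shortage of active genes was tested with 652 genes of 20 broadly expressed symbol families, such as ribosomal protein and proteasome genes. On chromosome 9, 1 of 37 such genes, 2.70%, had a summit within 1 kb of a gene boundary, against 146 of 576, 25.3%, on the autosomes other than 9 and 14 (Fisher's exact p = 0.000554, 2-sided). Set against all other chromosomes and adjusted over the 20 chromosomes, p was 0.0193. This argues against a shortage of active genes as the whole cause there. On chromosome 14, 2 of 20 had a summit (Fisher's exact p = 0.185), and on the X chromosome 2 of 19 (p = 0.182), too few genes to decide. Open explanations include a weaker signal, a criterion of the peak call other than the score, and a difference in DNA copy number between the chromosomes of this line. The last of these was not tested, because read coverage of the input was not used here. A shortfall of called peaks on these chromosomes may therefore say little about binding.

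The number of summits per unit of score fell toward the threshold. There were 388 summits with scores from 6 to under 7, 248 from 3 to under 4, and 131 from 2 to under 3. The score distribution that a score threshold alone would give was not computed, so these counts cannot decide whether another limit acted. A second criterion besides the score, such as a minimum peak length or fold enrichment, is a possible reading that was not tested.

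Summits at gene boundaries scored lower than the others. The median was 12.5 within 1 kb of a boundary and 14.3 elsewhere (difference -1.84, permutation p = 1e-05, 2-sided, the smallest the resamples can give). Among summits at or above the 75th percentile of score, 24.5% lay at a boundary, against 32.1% at or below the 25th percentile (Fisher's exact p = 2.6e-07). Differences between chromosomes were argued against, since the median was lower at boundaries on 17 of 20 chromosomes. Nonspecific enrichment of open promoters and a higher input background there remain open, as does a preference of strong binding for distal sites. Motif content would bear on them and was not examined.

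Within 1 kb of one of 408 tRNA genes lay 20 summits, spread over 10 chromosomes with at most 3 on one. Random positions gave 2.07 ± 1.47 (SD, 1000 sets; permutation p = 0.002, 2-sided, the smallest possible), and shifted copies of the list gave 0 to 6. tRNA genes beside protein-coding genes do not account for all of these: after summits within 1 kb of a protein-coding boundary were removed, 12 remained, against 0 to 3 in shifted copies. Highly transcribed tRNA genes are a candidate source of nonspecific ChIP signal, but that explanation was not tested, as signal from a control antibody was not used here. The median score of the 20 summits was 12.1, near that of the list, 13.7.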
